A study of Drosophila melanogaster with 7 samples.

How the data were processed

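RNA was sequenced from Drosophila melanogaster ovarian cells that carried a green fluorescent reporter driven by the promoter of bam, a gene active in dividing germline cysts, and that were isolated by flow cytometry. A hairpin RNA (shRNA) was expressed in the germline with the nos-GAL4::VP16 driver, either against Atx2, the fly Ataxin-2 gene, or against mCherry, a fluorescent protein that serves as the control target. There were 4 libraries with the Atx2 shRNA and 3 with the mCherry shRNA. Per the labels' protocols, ovaries were digested with enzymes at 37 °C, dead cells were excluded with a dye, total RNA was depleted of ribosomal RNA, and strand-directional libraries were made without selection for poly(A) tails. RNA without a poly(A) tail can therefore contribute to the counts, and the warm digestion precedes RNA extraction, so transcripts that respond to handling can differ between preparations.

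The deposited estimated counts were made by the authors with Salmon, per the labels, and are described there as not normalized. The deposited TPM values, which are scaled for transcript length and to a common total within each library, come from the authors' Salmon output as well, per the labels. No label or header gives the Salmon version, the index, the genome build, the annotation release or whether strand was used in assigning reads. Values were listed for 13771 genes and 29939 transcripts. Gene values equalled the sums of the transcript values. All 13771 genes were found by FlyBase ID in the Ensembl release 115 annotation of the BDGP6.54 assembly and all were protein-coding there, while 10 transcript IDs were not found. Positions are those of that annotation and were matched by ID, since the authors' build is not recorded. Sequence of the genome was not used here, so GC content and near-identical gene copies were not assessed.

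The labels of the series gave each library's group. Total estimated counts per library ranged from 65262402 to 101809997. Expression is given as CPM, the count of a gene scaled to a common library total. At this depth the smallest share that 3 counts can show ranged from 0.0295 to 0.0460 CPM. No label mentions molecular identifiers, so this floor covers counting error only. Libraries within a group were compared by a chi-square statistic per degree of freedom over genes with a summed count of at least 20. It ranged from 45.6 to 236 across pairs, so no pair agreed within sampling noise and each library counted as 1 replicate.

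Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), normalized by TMM, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the group as the only term and Benjamini-Hochberg adjustment at 0.05. All tests between the groups were two-sided. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. Fold changes are Atx2 shRNA over mCherry shRNA. CPM values of genes are TMM-normalized. Transcripts were tested in the same way. Unequal change among transcripts of a gene was tested with diffSpliceDGE of edgeR and a Simes p per gene. Gene sets were tested with camera of limma 3.58.1, a competitive test, at an inter-gene correlation of 0.01. Comparisons of a single value between groups used two-sided exact permutation tests over the 35 splits of the 7 libraries, with Benjamini-Hochberg adjustment over 10 such comparisons. Counts against random gene lists or shuffled positions were one-sided.

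Groups, designs, gene sets, the rule for naming genes and the alternatives, other than those named as later choices, were fixed before the data were examined. The rule named Atx2, the tested synaptonemal complex genes, and the 5 largest rises and 5 largest falls. Those had to pass an adjusted p of 0.05, a mean of at least 5 CPM over the 7 libraries, and no overlap between the groups. For transcript usage it named the 3 genes with the smallest Simes p. Older gene symbols in the sets were matched to the symbols of the files after a first run of the set tests without them. Ribosomal protein, oxidative phosphorylation, mitochondrial genome, proteasome and histone sets were drawn by symbol pattern. The histone pattern also took in HisRS and HisT, which are not histone genes, so that set was tested again without them, a choice made after the data had been seen. A set of small nucleolar RNAs had no listed member and was not tested, which left 15 sets, and mei-217 and mus312 were not analysed here. The lists of germline reference, eggshell and yolk, and early somatic genes, the heat shock and eggshell covariates and the test on transcript shares were chosen after the data had been seen. Each covariate was the mean log2 CPM of its genes in a library.

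The titles of the samples number the replicates 1 to 4 in the Atx2 shRNA group and 1 to 3 in the mCherry shRNA group, and the pairing of same-numbered libraries comes from these titles alone. Replicate 4 with the Atx2 shRNA has no partner. A fit with the replicate number as a block was therefore run beside the fit without it. In the block fit replicate 4 forms a block of its own and adds nothing to the contrast between the groups. That contrast rests on replicates 1 to 3 of each group, which are also in the fit without the block, so the block fit is not an independent check. The other alternatives were size factors by RLE and upper quartile, no filter and a mean count filter of 10, DESeq2 1.42.0, limma voom with sample weights, and limma on log2(TPM + 1) and log2(TPM + 0.1). A per-library effective length offset, thinning to the smallest library, leaving out each library, and an estimated inter-gene correlation were also run.

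The tests were run on simulated counts drawn with the means, dispersions and library sizes of the real data, with 200 of 10514 genes changed. The gene test recovered 67.0% of genes changed by 1 on the log2 scale and 43.0% of those changed by 0.6, and 3.51% of its calls were false. The block fit recovered 57.0% at a change of 1, with 3.80% false calls. No difference between replicate numbers was simulated, so this does not test the block fit where such differences exist. Of 100 sets of unchanged genes, 0 had an unadjusted camera p under 0.05. Genes were simulated independently of each other, so this does not test sets whose genes vary together. In a simulation of 5103 genes with 200 changed in usage, diffSpliceDGE recovered 69.0% and 20.2% of its calls were false. A limma test on the log2 share of each transcript recovered 74.5% in that simulation, with 6.29% false calls.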

Results

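Transcript levels were measured in sorted bam-reporter ovarian cells to ask which genes differ when Atx2, a gene for an RNA-binding protein, is knocked down in the female germline. The title of the study names the synaptonemal complex, the protein structure that joins homologous chromosomes in meiosis, so its genes were examined first among the gene sets. There were 4 libraries with an Atx2 shRNA and 3 with a control shRNA against mCherry. Library totals were 84714639, 80295838, 75582619 and 65262402 estimated counts for replicates 1 to 4 with the Atx2 shRNA. They were 78289392, 66657431 and 101809997 for replicates 1 to 3 with the mCherry shRNA. Of 13771 listed genes, 10514 passed the count filter and were tested.

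The targeted gene was lower in every knockdown library. Atx2 (FBgn0041188, arm 3R, 15408423 to 15417277, plus strand) was at 245, 211, 269 and 209 CPM in replicates 1 to 4 with the Atx2 shRNA. It was at 391, 445 and 424 CPM in the control replicates. The means were 233 ± 28.7 CPM (SD, n = 4) and 420 ± 27.3 CPM (SD, n = 3), so the knockdown libraries held 55.5% of the control level. The log2 fold change was -0.85 ± 0.10 (SE), with an edgeR adjusted p of 0.00166. With the replicate number as a block it was -0.80 ± 0.09 (SE), with an adjusted p of 0.000397. Deposited TPM values averaged 63.1 ± 9.72 (SD, n = 4) against 111 ± 1.12 (SD, n = 3). Across the alternatives the log2 fold change of Atx2 stayed between -0.99 and -0.79.

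The first principal component of log2 CPM held 41.4% of the variance and the second 23.1%. The groups separated on the first component, and control replicate 3 lay apart from the other libraries on the second. Deviations from the group means were correlated across genes between same-numbered libraries, with Pearson r of 0.146, 0.336 and 0.519 for numbers 1, 2 and 3. Between libraries of different number r ranged from -0.383 to 0.157. Genes are not independent replicates, so these correlations describe the libraries only.

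**Figure D1:**
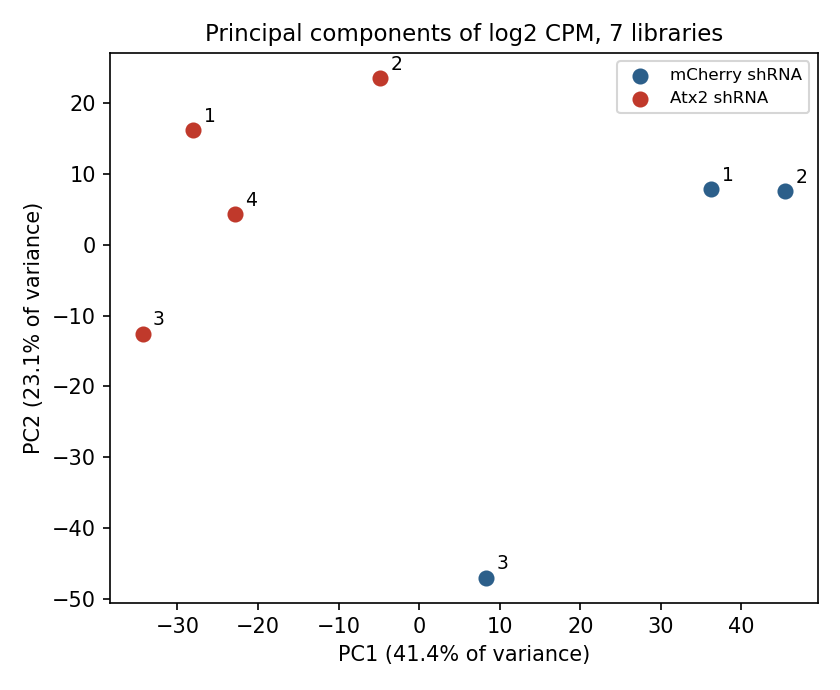
Position of each of the 7 libraries on the first principal component (horizontal axis, 41.4% of variance) and the second (vertical axis, 23.1%) of log2 CPM, with the replicate number beside each point. The 4 Atx2 shRNA libraries lie at negative values of the first component and the 3 mCherry shRNA libraries at positive values.

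Between the groups, 1396 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 590 higher and 806 lower with the Atx2 shRNA. A change of at least 2-fold was seen for 315 of them, 131 higher and 184 lower. With the replicate number as a block, 2941 genes passed, 1448 higher and 1493 lower, and 507 of these changed at least 2-fold. The contrast of that fit rests on replicates 1 to 3 of each group. The fits with and without the block shared 1391 genes, all in the same direction. The groups did not overlap in CPM for 2877 tested genes, or 27.4%, where chance gives 5.71%. The replicate block moved the count most. The eggshell and yolk mean as a covariate, chosen after the data had been seen, lowered it most, to 237 genes. That mean was lower in all 4 knockdown libraries than in the controls, so the covariate takes up part of the group difference itself. The share of higher calls was 42.3%, but it was 57.5% under upper-quartile scaling, with 811 higher and 600 lower. It was 62.2% for log2(TPM + 1), with 683 higher and 415 lower, so which direction holds the majority depends on the scaling. It also differed with effective length, with 212 higher and 89 lower calls among the 2629 shortest genes, or 70.4% higher. In the other 3 length classes from 24.9% to 39.8% of the calls were higher.

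**Figure D2:**
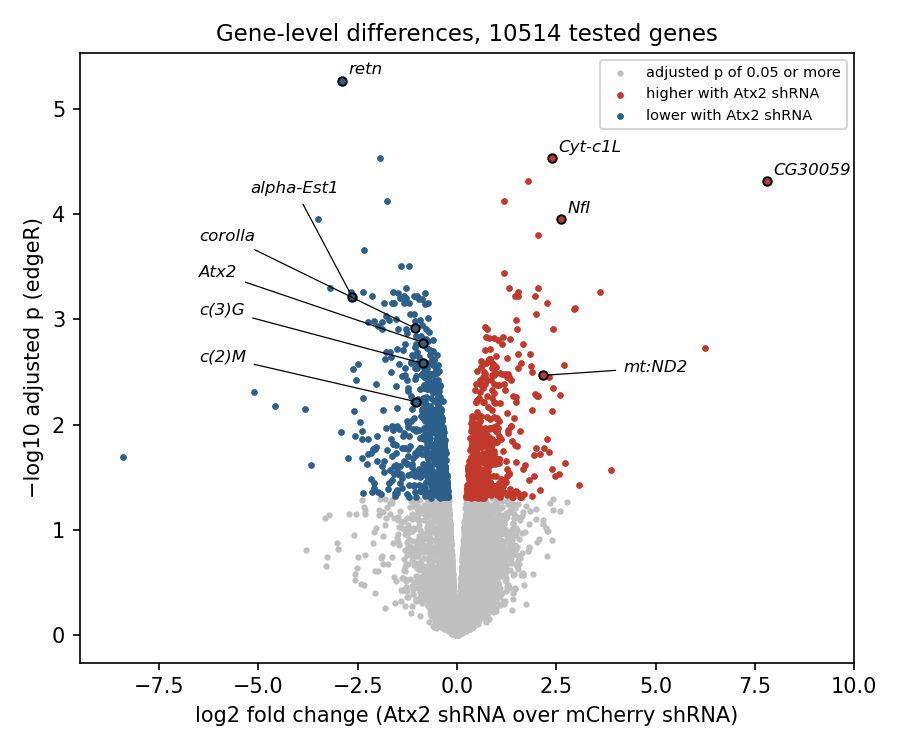
Log2 fold change of each of 10514 tested genes (horizontal axis, Atx2 shRNA over mCherry shRNA) against minus log10 of the edgeR adjusted p (vertical axis), with red for genes higher and blue for genes lower at an adjusted p under 0.05. There are 590 red and 806 blue points, and circled genes are named in the text.

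Of the 7 synaptonemal complex genes tested, 4 were lower with the Atx2 shRNA and 0 were higher at an adjusted p under 0.05. With adjustment over the 7 genes alone, 5 passed. c(3)G (FBgn0000246, arm 3R, 15789473 to 15792579), which encodes the transverse filament protein, fell from 158 ± 17.6 CPM (SD, n = 3) to 86.7 ± 10.95 CPM (SD, n = 4). Its log2 fold change was -0.87 ± 0.11 (SE), adjusted p 0.00261. corolla (FBgn0267967, arm X, 17629791 to 17632047), a central region gene, fell from 37.4 ± 4.07 (n = 3) to 18.1 ± 2.45 CPM (n = 4). Its log2 fold change was -1.05 ± 0.12 (SE), adjusted p 0.00121. c(2)M (FBgn0028525, arm 2L, 16303264 to 16305940), a lateral element gene, fell from 28.3 ± 5.75 (n = 3) to 13.8 ± 2.36 CPM (n = 4). Its log2 fold change was -1.03 ± 0.17 (SE), adjusted p 0.00606, and replicate 3 with the Atx2 shRNA lay below the other 3, at 10.3 CPM. With the eggshell and yolk mean as a covariate its change was no smaller, at -1.105, but its adjusted p was 0.102. solo (FBgn0283440, arm 2L, 15061656 to 15072133) changed by -0.55 ± 0.10 (SE), adjusted p 0.0111, and did not pass in 5 of the alternatives, with adjusted p up to 0.0574. Its exons share 563 bases, 16.9% of their length, with those of vas on the same strand, so its counts depend on how reads were divided between the genes. Exons of c(3)G, c(2)M and cona overlap an opposite-strand gene by 22, 140 and 47 bases, and use of strand in counting is not stated.

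The remaining members did not pass over all genes. sunn (FBgn0052088) changed by -0.39 ± 0.14 (SE), with an edgeR adjusted p of 0.0905 over all genes and 0.0256 over the set. cona (FBgn0038612) changed by -0.21 ± 0.13 (SE), adjusted p 0.317, and ord (FBgn0003009) by 0.29 ± 0.16 (SE), adjusted p 0.265. ord changed by -0.15 with the eggshell and yolk mean as a covariate. With the replicate number as a block, the adjusted p was 4.57e-05 for c(3)G, 1.78e-05 for corolla, 3.36e-05 for c(2)M, 0.000836 for solo and 0.00242 for sunn. The set had a median log2 fold change of -0.55 and a camera adjusted p of 0.00194 over 15 sets, and -0.60 with 0.000736 under the block. With the inter-gene correlation estimated from the data, the camera adjusted p of the set was 0.712. Mean log2 CPM of the set was 4.70 ± 0.21 (SD, n = 4) with the Atx2 shRNA and 5.25 ± 0.13 (SD, n = 3) in controls, a difference of -0.55. All 4 knockdown libraries lay below the controls, and the two-sided exact permutation p was 0.0286, the smallest this design allows (0.0571 adjusted over 10 comparisons). After subtracting the mean of the germline reference genes, the difference was -0.23, exact permutation p 0.0857 (0.107 adjusted), with differences of -0.14, -0.17 and -0.41 in the same-numbered pairs 1, 2 and 3. After subtracting the mean of the late oogenesis germline set it was -0.05, exact permutation p 0.771 (0.771 adjusted), with 0.12, -0.15 and -0.21 in the pairs. After subtracting the mean of the early germline set it was -0.35, lower in 4 of 4 knockdown libraries, exact permutation p 0.0286 (0.0571 adjusted), with -0.27, -0.40 and -0.39 in the pairs. An exact test within the 3 pairs cannot give a p under 0.25.

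**Figure D3:**
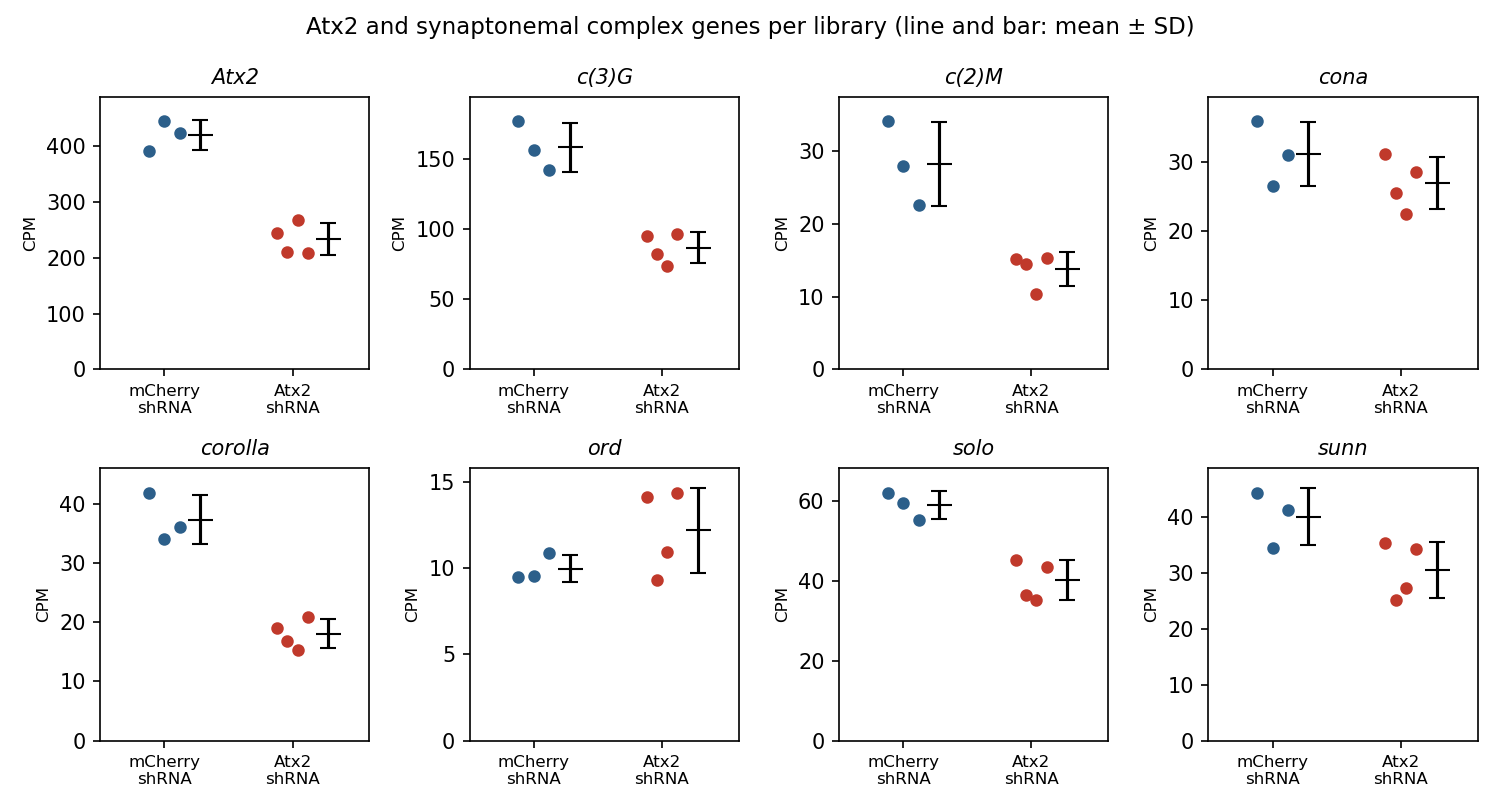
CPM of Atx2 and the 7 synaptonemal complex genes in each library (vertical axis, starting at 0), with blue points for the 3 mCherry shRNA libraries, red points for the 4 Atx2 shRNA libraries, and a line and bar for the mean ± SD. Every red point lies below every blue point for Atx2, c(3)G, c(2)M, corolla and solo, and the groups overlap for cona, ord and sunn.

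Among the other gene sets, 9 passed a camera adjusted p of 0.05 with and without the replicate block. The late oogenesis germline set had a median log2 fold change of -0.45 (adjusted p 4.89e-06), with 9 of its 17 tested genes lower past the threshold and 0 higher. Under the block its median was -0.45, adjusted p 8.41e-07. The early germline set was at -0.18 (adjusted p 0.00939; block -0.21, 0.000969). The set of Atx2-associated and RNA granule genes was at -0.15 (0.00194; block -0.19, 0.00194). Meiotic recombination and checkpoint genes were at -0.16 (0.0453, and -0.16 with 0.0150 under the block) and lost this call in 8 alternatives. That set held opposite changes, with 3 members higher and 4 lower past the threshold. Higher sets were the 13 genes of the mitochondrial genome at 0.74 (adjusted p 5.31e-05; block 0.79, 5.00e-05) and the proteasome at 0.25 (5.12e-05; block 0.26, 2.92e-05). The most abundant mitochondrial genes, mt:CoI and mt:CoIII, changed by 0.02 and -0.11 (edgeR adjusted p 0.945 and 0.530), while 7 members were higher past the threshold. Mitochondrial genes held 1.15 ± 0.0846% of estimated counts (SD, n = 4) with the Atx2 shRNA. In controls they held 1.01 ± 0.162% (SD, n = 3), and the groups overlapped. Mitochondrial ribosomal proteins were at 0.18 (2.23e-05; block 0.16, 0.000368) and oxidative phosphorylation genes at 0.18 (2.23e-05; block 0.19, 3.72e-06). The set of genes with histone symbols was at 0.23 (0.0144; block 0.21, 0.00988), but it includes HisRS and HisT, which are not histone genes. Without them the 33 histone genes were at 0.26 (0.00743; block 0.21, 0.00517), with 8 higher and 1 lower past the threshold. As a family of near-identical copies their counts are uncertain, and the set drawn by symbol lost its call in 3 alternatives. The cohesin and condensin set (-0.04, adjusted p 0.836), homolog pairing (0.01, 0.988), somatic ovary (0.11, 0.836), heat shock (0.17, 0.581) and cytoplasmic ribosomal protein sets (0.01, 0.836) did not pass as sets. The somatic ovary set held opposite changes, with 3 members higher and 5 lower past the threshold, and its eggshell and yolk members, singled out after their values were seen, ranged from -3.28 to -0.94. Under the block the camera adjusted p of these 5 sets ranged from 0.383 to 0.959. Each of the 5 set medians changed sign in at least 1 alternative. That of cohesin and condensin did so under upper-quartile scaling (0.014) and with TPM, while relative to the median of all genes it was -0.048 in TMM and -0.046 in upper-quartile scaling. With the eggshell and yolk mean as a covariate, cytoplasmic ribosomal proteins were at 0.30 (adjusted p 1.02e-14) and cohesin and condensin at -0.13 (0.0486). With the inter-gene correlation estimated from the data 0 sets passed, and 0 had an unadjusted p under 0.05.

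**Figure D4:**
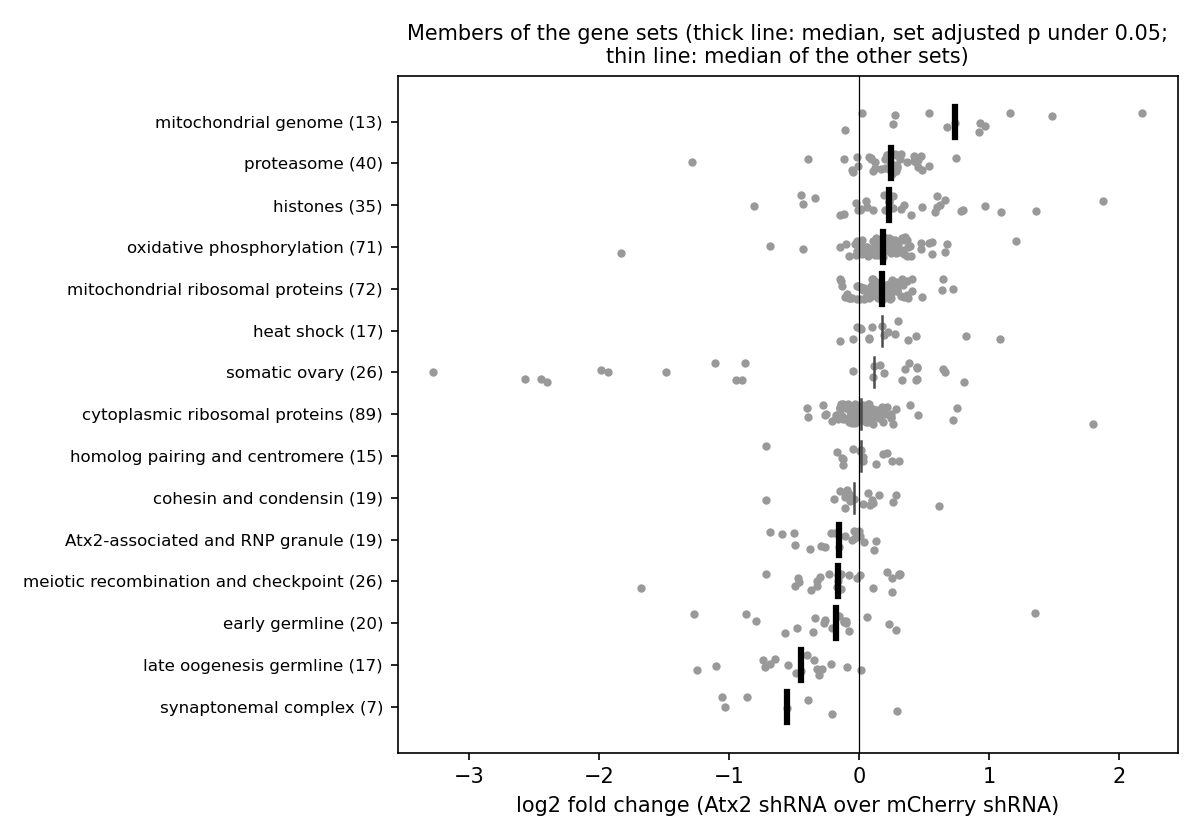
Log2 fold change (horizontal axis, Atx2 shRNA over mCherry shRNA) of each tested member of 15 gene sets (rows, with the number of tested genes), with a vertical line at the median of each set, thick where the set's camera adjusted p was under 0.05; the histone set is drawn with HisRS and HisT. The synaptonemal complex set lies lowest, at a median of -0.55, and the mitochondrial genome highest, at 0.74.

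The largest rises that met the naming rule were those of CG30059, NfI, Cyt-c1L, CG9411 and mt:ND2. CG30059 (FBgn0260475, arm 2R, 13412769 to 13414620) averaged 9.39 ± 1.15 CPM (SD, n = 4) with the Atx2 shRNA and 0.0377 ± 0.0332 CPM (SD, n = 3) in controls. Its log2 fold change was 7.80 ± 0.43 (SE), edgeR adjusted p 4.87e-05, and 272 of its exon bases overlap an opposite-strand gene. Its log2 fold change ranged from 3.12 to 8.22 across the alternatives, lowest for log2(TPM + 1). NfI (FBgn0042696, chromosome 4, 268175 to 276369) rose by 2.63 ± 0.17 (SE), adjusted p 0.000110. Its exons share 163 bases with a transposable element on the same strand, and 25 of the 79 tested genes of chromosome 4 passed, 24 of them higher, and 41 with the replicate block, 32 of them higher. Cyt-c1L (FBgn0039651, arm 3R, 29202660 to 29204133) rose by 2.40 ± 0.12 (SE), adjusted p 2.93e-05. CG9411 (FBgn0030569, arm X) and mt:ND2 (FBgn0013680, mitochondrial genome) rose by 2.32 ± 0.33 and 2.17 ± 0.31 (SE), with adjusted p of 0.00351 and 0.00340, and 0.120 and 0.0576 with the eggshell and yolk mean as a covariate.

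The largest falls were those of retn, alpha-Est1, Vml, dec and Vm34Ca. retn (FBgn0004795, arm 2R, 23632610 to 23654820) had the smallest adjusted p of all genes, 5.36e-06 in edgeR, with 14.1 ± 0.491 CPM (SD, n = 4) against 104 ± 15.7 CPM (SD, n = 3) in controls. Its log2 fold change was -2.89 ± 0.11 (SE), and replicate 2 with the Atx2 shRNA lay above the other 3, at 14.8 CPM. alpha-Est1 (FBgn0015568, arm 3R, 7545733 to 7549124) changed by -2.64 ± 0.25 (SE), adjusted p 0.000610. The eggshell genes Vml (FBgn0085362), dec (FBgn0000427) and Vm34Ca (FBgn0003983) changed by -2.57 ± 0.50, -2.45 ± 0.44 and -2.40 ± 0.53 (SE), with adjusted p of 0.0130, 0.00953 and 0.0206. Their spread between libraries was wide, and Vm34Ca averaged 744 ± 534 CPM (SD, n = 4) against 3930 ± 1383 CPM (SD, n = 3). With the replicate number as a block, all 10 of these genes passed, with adjusted p from 2.91e-06 to 0.000387. With the eggshell and yolk mean as a covariate, Vml and Vm34Ca changed by -0.77 and -0.53, with adjusted p of 0.308 and 0.432. Both genes are members of that mean, so this adjustment can remove part of their own change. The eggshell gene dec kept its call in every alternative, this covariate included. Its smallest change was -0.96 and its adjusted p was at most 0.0461. Without control replicate 2 they had adjusted p of 0.0524 and 0.0750. Exons of dec share 323 bases with an opposite-strand noncoding RNA.

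Mean heat shock gene expression split the libraries by replicate number and not by group. Replicates 1 and 2 of both groups lay between 6.75 and 7.22 mean log2 CPM, and replicates 3 and 4 between 7.80 and 8.08. Differences were therefore recomputed within each side. Among the 4 libraries numbered 1 and 2, Atx2 differed by -0.88 in mean log2 CPM, c(3)G by -0.91, c(2)M by -1.06, corolla by -1.08 and the mean of the synaptonemal complex set by -0.55. Among the 3 libraries numbered 3 and 4 the differences were -0.84, -0.75, -0.85, -1.01 and -0.52. That side holds 1 control library and allows no test. An edgeR fit to the 4 libraries numbered 1 and 2 called 627 genes, 513 of them shared with the fit to all libraries. In that fit the adjusted p was 0.0174 for Atx2, 0.0151 for c(3)G, 0.00948 for c(2)M, 0.00989 for corolla and 0.0534 for solo.

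At the transcript level 21728 transcripts were tested and 1023 passed an edgeR adjusted p of 0.05, 446 higher and 577 lower. With the replicate number as a block 654 passed, 290 higher and 364 lower. The 1023 transcripts belong to 883 genes, of which 584 also passed at the gene level. The alternative that moved this count most was DESeq2, with 3119 transcripts.

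Transcripts of 184 genes out of 5103 tested changed unequally by diffSpliceDGE at an adjusted p of 0.05, and 221 genes did so with the replicate number as a block, with 143 in both. In simulated data 20.2% of the calls of this test were false. A limma test on log2 transcript shares, chosen after the data had been seen, called 255 genes, of which 90 were shared with the 184. Fits that each left out 1 library called from 112 to 183 genes. The 3 genes with the smallest Simes p were bru1, Pkn and Hrb27C. For bru1 (FBgn0000114, arm 2L, 12175004 to 12313438), FBtr0331646 made up 0.887 ± 0.220% of the gene's estimated counts (SD, n = 4) with the Atx2 shRNA and 24.02 ± 7.52% (SD, n = 3) in controls. FBtr0331998 of bru1 made up 42.9 ± 0.357% (SD, n = 4) against 17.2 ± 7.33% (SD, n = 3), so these bru1 shares moved in opposite directions. For Pkn (FBgn0020621, arm 2R, 9252310 to 9285097), FBtr0301511 made up 6.61 ± 0.942% (SD, n = 4) and was listed at 0 in all 3 controls, and 946 of the gene's exon bases overlap an opposite-strand gene. For Hrb27C (FBgn0004838, arm 2L, 6920704 to 6932057), FBtr0301403 made up 8.10 ± 0.725% (SD, n = 4) against 2.44 ± 0.340% (SD, n = 3). Shares of the 3 genes depend on how Salmon divided reads among the transcripts of a gene. The uncertainty of that division was not used, so a shift in read assignment between transcripts is not excluded. The adjusted Simes p values were 1.47e-19, 9.74e-17 and 1.46e-12, and 1.22e-11, 9.88e-11 and 1.47e-09 with the block. In the limma share test the adjusted p values of the 3 genes were 0.00451, 0.000557 and 0.00451. Unequal change among the 3 transcripts of Atx2 did not pass after adjustment (Simes p 0.0271, adjusted 0.357, and 0.303 adjusted with the block). Its FBtr0083100 made up 19.01 ± 2.499% (SD, n = 4) against 13.5 ± 1.65% (SD, n = 3), without overlap between the groups.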

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

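The tests in this part of counting error, of replicate spread and of same-numbered libraries were chosen only after the results were seen. Within the Atx2 shRNA group, 35 sets of per-library values were screened for a library far from the other 3, and 2 stood out, where chance alone gives about 1.75. For c(2)M, replicate 3 was at 10.3 CPM while the others lay between 14.4 and 15.3 CPM, a gap of 0.833 of the range. The gap was 11.2 counting standard errors of that library, which held 775 estimated counts, more than counting error gives. The 4 libraries had a coefficient of variation of 0.171, below the biological coefficient of variation of 0.199 over all genes, so ordinary spread between replicate libraries remains a candidate explanation. Control replicate 3 was also the lowest control for c(2)M, at 22.7 CPM against 27.96 and 34.1 CPM. The ratio of each Atx2 shRNA library to its same-numbered control was 0.444, 0.516 and 0.454 for numbers 1, 2 and 3, so replicate 3 lay within the range of the other pairs. The standard error of the log2 fold change was 0.17 without and 0.07 with the replicate number as a block. An effect shared by libraries numbered 3 is a candidate explanation, although a ratio within that range is common by chance with 3 pairs. Leaving that library out gave a log2 fold change of -0.92, against -1.03 with it. No biological explanation was tested.

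For retn, replicate 2 was at 14.8 CPM while the others lay between 13.8 and 13.9 CPM, a gap of 0.924 of the range. The gap was 2.19 counting standard errors of that library, which held 1180 estimated counts, so counting error remains a candidate explanation. The coefficient of variation of the 4 libraries was 0.0349, also below 0.199. Its ratio to control replicate 2 was 0.12755, between 0.126 and 0.160 for the other pairs. The whole range is small beside the difference from the controls, which averaged 104 CPM. No biological explanation was tested for this library.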

How the results depend on the processing

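Atx2 kept its direction and an adjusted p under 0.05 in the 7 fits that each left out a library and in the 13 other alternatives, with log2 fold changes from -0.99 to -0.79 and adjusted p up to 0.0386. The synaptonemal complex set median lay between -0.81 and -0.47 in its alternatives. It lost its call only with the inter-gene correlation estimated from the data, at -0.55 and a camera adjusted p of 0.712. In that setting 0 of the other sets passed, 0 sets had an unadjusted p under 0.05, and the smallest unadjusted p was 0.0727.

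The number of genes past an adjusted p of 0.05 moved most. DESeq2 gave 2148 genes, 1037 of them higher. Limma voom with sample weights gave 2294, 1003 higher and 1291 lower. The replicate block gave 2941, 1448 higher and 1493 lower, with 507 at 2-fold or more. Limma on log2(TPM + 1) gave 415 lower genes and 133 genes at 2-fold or more, and on log2(TPM + 0.1) 408 and 198. The eggshell covariate gave 237 genes, 139 higher and 98 lower, with 91 at 2-fold or more. Of these 237, 203 are among the 1396. Across the 7 fits that each left out a library, the count ran from 467 to 1454, with 182 to 610 higher, 283 to 844 lower and 177 to 407 at 2-fold or more. The lowest counts, 467 and 469, came without control replicate 1 and 2. The cause of these shifts was not tested. Thinning all libraries to the smallest total gave 1417 genes, 1355 of them among the 1396.

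Transcripts past the threshold numbered 3119 with DESeq2 and 654 with the replicate block, and from 159 to 814 with a library left out. Genes with unequal transcript change numbered from 112 to 183 with a library left out and from 138 to 255 in the other alternatives.

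Reversals of sign were found in 5 sets that did not pass and in ord. Cohesin and condensin went from -0.04 to 0.014 under upper-quartile scaling, 0.027 for log2(TPM + 1) and 0.027 for log2(TPM + 0.1). Relative to the median of all tested genes, which these scalings raised, the set stayed below 0, at -0.048 in TMM scaling and -0.046, -0.0098 and -0.0123 in these alternatives. Cytoplasmic ribosomal proteins were at -0.0243 under limma voom and from -0.0608 to 0.0880 with a library left out. Homolog pairing was at -0.0014 with the effective length offset, -0.0657 with the eggshell covariate and from -0.0273 to 0.0411 with a library left out. Heat shock was at -0.0647 with the replicate block, -0.0775 with its own mean as a covariate and from -0.0936 to 0.547 with a library left out. Somatic ovary ran from -0.0109 to 0.270 with a library left out, and ord was at -0.15 with the eggshell covariate. Relative to the median of all tested genes the reversals of the sets other than cohesin and condensin stood, at -0.0297 for cytoplasmic ribosomal proteins under limma voom, -0.00721 for homolog pairing with the length offset and -0.0760 for heat shock with the block. A shift of all genes is thus not their source, and beyond that the cause was not tested.

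Among single genes and the other sets, 579 values kept their direction and side of the threshold, 32 became weaker, 4 stronger and 20 reversed. c(3)G and corolla passed in every alternative, with adjusted p up to 0.0447 and 0.0352. c(2)M lost its call with the eggshell covariate alone (adjusted p 0.102, with 3.61e-07 the lowest among its alternatives). Its change there was -1.105, so the call was lost without a smaller change. With that covariate c(3)G, corolla and solo changed by -1.03, -1.22 and -0.78, more than without it. solo lost its call in 5 alternatives, with adjusted p up to 0.0574, including the fits without control replicate 1 or 2. With the eggshell covariate, which itself separates the groups, CG9411 and mt:ND2 lost their calls, as did Vml and Vm34Ca. The last 2 are members of that mean, so their loss says little, while dec kept its call. Vm34Ca also lost its call without Atx2 shRNA replicate 3 or 4 or control replicate 2, and Vml without control replicate 2.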

Other observations

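Apart from the counts over other splits of the libraries, the tests in this part were chosen only after the results were seen. Of the 35 splits of the 7 libraries into 4 and 3, 8 part all 3 same-numbered pairs, as the real one does. Among these 8, 1 gave as many as 1396 genes past the threshold, the real split. The same held for the 1023 transcripts (1 of 8) and the 184 genes with unequal transcript change (1 of 8). With 8 splits the share is never under 0.125, so these counts cannot exclude an accidental grouping. The other 7 gave at most 1 gene, 1 transcript and 43 usage genes. The 27 splits that part fewer pairs gave at most 9 genes, 3 transcripts and 41 usage genes. The highest usage counts, 43, 41, 31 and 24, came from the 4 splits that set 3 knockdown libraries against the fourth one and the controls, and the remaining splits gave at most 15.

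The lower synaptonemal complex genes may reflect a change in which germ cells were sorted. Relative to the germline reference genes the set differed by -0.227 in mean log2 CPM (exact permutation p 0.0857, 0.107 adjusted over 10 comparisons), and by -0.139, -0.173 and -0.405 in the 3 same-numbered pairs. Relative to the late oogenesis germline set it differed by -0.0452 (exact permutation p 0.771, 0.771 adjusted), and by 0.120, -0.146 and -0.206 in the pairs. A test within the 3 pairs cannot give a p under 0.25. Relative to the early germline set, which was written before the data were examined, it differed by -0.347, lower in 4 of 4 knockdown libraries (exact permutation p 0.0286, the smallest possible, 0.0571 adjusted), and by -0.270, -0.405 and -0.392 in the pairs. The germline gene vas, singled out after its value was seen, changed by -0.11 (adjusted p 0.550), against -0.87 for c(3)G. Other members of the early germline set fell by similar amounts or more, with AGO3 at -1.27, otu at -0.87 and nanos at -0.80. Past the threshold, 6 of its 20 tested genes were lower and 1 was higher. The higher gene was bgcn, at 1.35 (edgeR adjusted p 0.0103). The gene bam, whose promoter drives the sorting reporter, changed by 0.28 (edgeR adjusted p 0.102). Every knockdown library lay above every control for bam. The germline reference mean itself was lower in 4 of 4 knockdown libraries, with a difference of -0.323. The early somatic list differed by 0.446 (exact permutation p 0.0857, 0.107 adjusted) and was higher in each same-numbered pair. Whether a smaller germ cell share is the sole source of the fall is not settled by the early germline mean. Its members changed in both directions, with bgcn and bam higher. Whether these members are confined to germ cells was not tested. The reference list does not settle it either, and single germline genes fell as far. The fall cannot be told apart from a smaller share of later germ cells. With the heat shock mean as a covariate, the 4 called synaptonemal complex genes, c(3)G, c(2)M, corolla and solo, still passed. That mean differed by 0.178 between the groups (exact permutation p 0.743, 0.771 adjusted), so the covariate had little to remove, and a response to dissociation outside these genes was not tested. A biological effect of Atx2 on these transcripts remains a hypothesis that these data cannot tell apart from a shift in the cells sampled.

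Eggshell and yolk genes were abundant in the sorted cells and varied widely, from 7.01 to 11.2 mean log2 CPM. RNA from follicle cells in amounts that differ between libraries is a candidate source. Within groups these 8 genes deviated together, with a mean pairwise correlation of 0.803. Among 10000 random lists matched on expression the median was 0.0359 and 1 list was as high, a share of 1e-04. The early somatic list was not lower with the Atx2 shRNA, with a difference of 0.446 (exact permutation p 0.0857, 0.107 adjusted). It was higher in each same-numbered pair, by 0.626, 0.452 and 0.212, although the groups overlapped. Both lists were drawn up after their values had been seen, so neither test settles the source.

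Heat shock gene means split the libraries by number across the groups. Of the 24 ways to pair the 3 controls with 3 Atx2 shRNA libraries, 1, the numbered pairing, was as close as itself, a share of 0.0417. The pairing was read from the same means that showed the split, and Atx2 shRNA replicate 4 (8.083) lay almost as close to control replicate 3 (7.798) as replicate 3 did (8.076). A dissociation or sorting batch shared by replicates 1 and 2, or by 3 and 4, is a candidate explanation that this count cannot separate from a batch for each number, and no biological explanation was tested.

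Genes on chromosome 4 were called unusually often. Of 79 tested genes 25 passed, or 31.6%, against 11.7% to 14.1% on the other arms, and 24 of the 25 were higher with the Atx2 shRNA. With the replicate block, 41 passed out of 2941 in all, 32 higher and 9 lower. Among 10000 lists of genes from other arms matched on mean expression, 0 held as many calls (median 11, highest 24), so expression level does not account for it. The median shift relative to all genes was 0.203 (95% bootstrap interval over genes 0.0883 to 0.277). An extra copy in every knockdown fly would give 0.585, above that interval, if expression followed copy number in full. The shift was positive in each alternative run, from 0.153 to 0.215, and with the eggshell covariate 7 of the 79 genes passed, where 237 passed in all. The median deviation of the 79 genes was positive in 4 of 4 Atx2 shRNA libraries and negative in 3 of 3 controls. A strain difference on this chromosome, a copy change in some flies and an extra copy with a weaker response of expression were not tested. An effect of Atx2 on chromosome 4 genes is a hypothesis that could equally be any of these.

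Calls were also clustered along the chromosome arms. Adjacent tested genes both called in the same direction numbered 122, against a median of 100 in 10000 shuffles within arms (p 0.0086). For calls of at least 2-fold there were 23 such pairs, against a median of 6 and a highest value of 16 (p 1e-04, the smallest possible here). A difference in strain background near the hairpin insertions or elsewhere could give this, and so could neighbours that are regulated together, and the data do not separate them. Thinning to equal depth gave 1417 genes, so a difference in depth does not account for the 1396 calls.

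The direction of the calls differed with gene length. Log2 fold change and effective length had a Spearman correlation of -0.0738 across genes, which does not capture it. Of the calls among the shortest 2629 genes 70.4% were higher, against 39.8%, 24.9% and 39.4% in the following length classes. With the effective length offset these shares were 72.2%, 40.1%, 25.1% and 39.1%, and with the replicate block 67.8%, 44.6%, 37.3% and 49.2%. For log2(TPM + 1) they were 85.0%, 58.2%, 31.5% and 49.7%, a wider spread, with most calls higher in the second class as well. A length bias in library preparation and changes in gene classes that differ in length cannot be told apart here.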
